A study of Mus musculus with 12 samples. Its data were reported in "CD4+ T cell help creates memory CD8+ T cells with innate and help-independent recall capacities" (2019).

How the data were processed

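RNA was sequenced from E7-specific CD8+ T cells sorted from the spleens of C57BL/6JRj mice that had received a Help or a No Help DNA vaccine, divided by surface marker into effector memory (TEM) and central memory (TCM) cells. There were 12 samples in 4 groups of 3. The study gives 3 mice per experimental group, and whether TEM and TCM samples with the same number came from 1 mouse was not stated, so they were treated as separate. Groups and replicate numbers were taken from the sample titles. Reads were processed by the authors, who trimmed them with Trimmomatic 0.36, aligned them to the mouse genome GRCm38 with STAR 2.5.3a and counted stranded reads over exons with HTSeq, per the study's methods and the submitters' processing notes. The authors then normalized the counts between libraries with a method read here as the trimmed mean of M-values, discarded genes with few reads, and compared Help with No Help within TEM and within TCM.

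The deposited values per library are on a log2 scale, normalized by the authors, with TEM and TCM in separate tables that were normalized separately, so that no level is compared between them. Whether the authors also divided by library total or gene length was not given in the sources used here. The deposited fold column holds the linear ratio of Help over No Help, and 2 to the power of the difference between the group means of the log2 values gave it back to within 5.6e-05 on the log2 scale. The deposited p-value and q-value columns come from the authors' test of each gene, and the tables hold only genes with a p-value below 0.01. Genes were therefore chosen by the outcome itself, and a gene without a value cannot be told from one that was not tested. Multiplying q by rank and dividing by p gave the number of genes the authors tested, 11082 in TEM and 12425 in TCM. All per-sample columns were used.

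An equal-variance linear model per gene on the log2 values gave p-values within 0.243% of the deposited ones in TEM and 0.00322% in TCM, and supplied the changes and their SE. The TEM and TCM counts of listed genes and their q are those of the authors' deposited table. The difference between the TEM and TCM response was tested with limma on the genes in both tables, as a contrast of contrasts within each table, with Benjamini-Hochberg adjustment. An offset common to all libraries of a table cancels in this contrast. A difference in scaling between the Help and No Help libraries of a table does not. Overlap and direction were compared with Fisher's exact test, two-sided. The 33 gene lists, fixed before the data were examined, were tested for direction where 5 or more members were listed, members against all other listed genes, with Benjamini-Hochberg adjustment over the lists of a table. These direction tests count the genes of a list as independent, although coexpressed genes measured in the same libraries are not. No enrichment was tested, because the tables hold only listed genes. The lists covered cytotoxic and effector molecules, effector and memory transcription factors, coinhibitory, costimulatory, cytokine and chemokine receptors, integrins, NK cell receptors, innate sensing, interferon-stimulated, cell cycle, ribosomal, oxidative phosphorylation, mitochondrial, glycolysis, sterol, fatty acid oxidation, apoptosis, T cell receptor signalling, immediate early, chromatin, tissue-resident and naive genes, markers of B cells, myeloid cells, CD4+ T cells, NK cells, gamma-delta and NKT cells and erythroid cells, and 3 lists from the study.

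Genes named in the text were set by rule before the data were examined. For TEM these were the 8 largest increases and 8 largest decreases with a mean log2 level of 2 or more in the higher group and no overlap between the groups, up to 4 listed members of each list with the largest change, all members of the 3 lists from the study, and sort genes, among them Cd8a, Cd8b1 and Cd44. For TCM these were the 5 largest increases and decreases with the same minimum level and no overlap, the 5 smallest p and all listed list members. Among genes in both tables up to 6 with the same and 6 with opposite directions were taken. Predicted loci were passed over in the rankings. The abundant markers Cd74, Cd79a, Igkc, Lyz2 and Cst3 were written down for a test of other cells before their values were seen, and Lyz2 had no listed value.

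Alternatives were unequal variances, limma's moderated variance, the replicate number as a block, centring each library on the median of its table, a pseudocount of 1 on the linear scale, a mean log2 level of 2 or more, p below 0.001, a minimum change of 1.5-fold, other limits of q, other backgrounds of the overlap, and each replicate left out in turn. Scaling each library to its Cd8a value, and a block of libraries with the same vaccine and number, were added after the data were seen. Gene coordinates and types came from GENCODE vM21 on GRCm38, which held 2511 of the 2522 TEM and 192 of the 193 TCM identifiers. Read depth was unknown, so that no counting interval is given, and precision rests on the spread between 3 samples per group.

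The two-group fit was tested on simulated data with an SD of 0.3 and 100 genes changed at each size. At p below 0.01 it recovered 49% of genes with a log2 change of 1 and 97% with a change of 2 among 11082 genes (TEM), and 43% and 96% among 12425 genes (TCM). For the difference between TEM and TCM, limma called 94 of 100 simulated genes with a difference of 1, and 1 of the unchanged genes, among 500. These simulated genes had the same spread in all groups and were not chosen by p. The rates therefore do not carry over to the genes listed in both tables. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.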

Results

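Gene expression was measured by RNA sequencing in memory CD8+ T cells of vaccinated mice, to ask how CD4+ T cell help given at priming shaped the resting memory cell. Help and No Help are DNA vaccines that encode the same E7 antigen of human papillomavirus with or without sequences that activate CD4+ helper T cells. Spleen cells that bound an E7 tetramer (a labelled complex of MHC class I and E7 peptide) were sorted as CD8+ T cells and divided by surface marker into effector memory cells (TEM) and central memory cells (TCM). The 12 libraries formed 4 groups of 3, Help TEM, No Help TEM, Help TCM and No Help TCM. A separate table held the log2 expression values of each subset, limited to genes with p below 0.01 between Help and No Help, and these are called listed genes here. A gene without a listed value had either a larger p or was not tested. Read depth was unknown, because the values are normalized and show no steps of whole reads. All changes are log2 fold changes of Help over No Help with their standard error (SE).

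In the TEM libraries, cytotoxic and effector transcription factor genes were higher with Help. Memory transcription factor, coinhibitory and dysfunction, and B cell marker genes were lower. RNA of other spleen cells may contribute to the lower genes. The memory and coinhibitory directions were lost in some alternatives. Among genes expressed above the minimum level, predicted loci passed over, the largest increases were Miat, a long noncoding RNA, at 5.77 ± 0.29, Esm1 at 5.70 ± 0.52, Klrg1, an inhibitory receptor of terminally differentiated effector cells, at 5.44 ± 0.51, and the granule protease gene Gzma at 4.63 ± 0.42. Kcnj8, a potassium channel gene, rose by 4.20 ± 0.34 and Gzmb by 4.17 ± 0.34. Ptgdr2, a prostaglandin D2 receptor gene, rose by 4.12 ± 0.77 and S1pr5, a sphingosine phosphate receptor gene, by 4.08 ± 0.24. By the same ranking, the largest decreases were Ptprf at -3.35 ± 0.41, Csf2rb2 at -3.23 ± 0.37, Rnd3 at -3.22 ± 0.51, and Adam11 at -3.21 ± 0.44. They were followed by Flt3 at -3.18 ± 0.40, Kit at -3.17 ± 0.43, Siglech at -3.16 ± 0.39 and Kif13a at -3.12 ± 0.46. Flt3, a growth factor receptor of progenitors and dendritic cells, and Siglech, a lectin of plasmacytoid dendritic cells, are also on the list of myeloid and dendritic cell markers.

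The authors' deposited table listed 2522 TEM genes, 1293 higher and 1229 lower with Help (51.3% higher), and each had a q of 0.0439 or less. Chance alone would give 110.8 genes at p below 0.01 among the 11082 genes tested, or 4.39% of the number in the authors' deposited table. The median absolute change was 0.73, and 341 genes rose and 608 fell by more than 2-fold. With each library scaled to its Cd8a value, an alternative chosen after the data were seen, all changes shifted by -0.96, 14.6% of the 2522 genes were higher, and 93 rose and 1255 fell at p below 0.01. Centring each library on its median shifted all changes by 0.11. Help and No Help values did not overlap in any of the 2522 genes, where chance gives 10% of genes, but listing itself selects for this. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so single genes rest on the linear model. With 1 library left out the count among the 2522 listed genes was 1415, 1205 or 1179 without Help replicate 1, 2 or 3. It was 1169, 1302 or 1721 without No Help replicate 1, 2 or 3, and unlisted genes could not enter. The count with an adjusted p below 0.05 (Benjamini-Hochberg, linear model per gene) was 312, 249, 0, 0, 143 and 1385 in the same order.

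Cytotoxic and effector molecules rose together in TEM. Of 30 genes of this list, 15 were higher with Help and 0 lower, a direction that differed from that of the other listed genes (Fisher's exact test, adjusted p = 0.000604). Here and for the other lists, this test counts coexpressed genes as independent, so its p values are likely too small. Gzma, at 12.52 ± 0.60 with Help and 7.89 ± 0.41 without (log2, SD, n = 3 each), lies on chromosome 13 from 113093825 to 113100981 (GRCm38, identifier ENSMUSG00000023132). Gzmb, on chromosome 14 from 56258838 to 56262260 (ENSMUSG00000015437), reached 6.16 ± 0.49 with Help and 1.99 ± 0.32 without (SD, n = 3 each). Gzmk rose by 3.46 ± 0.48, the chemokine gene Ccl5 by 2.67 ± 0.31 and Fasl, the ligand of the death receptor Fas, by 2.54 ± 0.15. The pore-forming Prf1 rose by 2.25 ± 0.30, the cytokine gene Ifng by 2.12 ± 0.13 and the death ligand gene Tnfsf10 by 1.35 ± 0.12. The median change of the 15 genes was 1.75, and with scaling to Cd8a 13 were higher and 2 lower. Cd8a itself, on chromosome 6 from 71373427 to 71379173, was 7.53 ± 0.10 with Help and 6.57 ± 0.32 without (SD, n = 3 each), a change of 0.96 ± 0.19. Of the 30 NK cell receptor genes 8 rose and 1 fell (Fisher's exact test, adjusted p = 0.0753), with Klrg1, Klrc1 at 3.93 ± 0.16, Klrk1 (encoding NKG2D) at 3.14 ± 0.16 and Klre1 at 2.81 ± 0.37 the largest. The NK receptor direction passed the test among genes with changes of 1.5-fold or more (adjusted p = 0.0178), but not among genes above the minimum level (adjusted p = 0.229, Fisher's exact test).

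Effector transcription factors were higher in 7 of 11 cases and lower in 0 (Fisher's exact test, adjusted p = 0.0452). Tbx21, encoding T-bet, rose by 2.65 ± 0.15 and lies on chromosome 11 from 97098071 to 97115331. Zeb2 rose by 2.24 ± 0.38, Id2 by 2.12 ± 0.20 and Prdm1, encoding Blimp-1, by 1.66 ± 0.23. With scaling to Cd8a, 5 of these genes were higher and 2 lower. Cytokine receptor genes went both ways, 6 higher and 4 lower of 26 (Fisher's exact test, adjusted p = 0.860). Both chains of the IL-18 receptor rose, Il18rap by 2.86 ± 0.13 and Il18r1 by 2.13 ± 0.18, as did the IL-12 receptor chain gene Il12rb2 by 2.68 ± 0.09, whereas Ifngr2 fell by 2.38 ± 0.37. Of the 4 lower genes 1 had the library order of the B cell markers described with those markers. Among 20 chemokine receptor and homing genes 6 rose and 7 fell (Fisher's exact test, adjusted p = 0.860). S1pr5, Cx3cr1 (3.85 ± 0.17) and Ccr2 (2.42 ± 0.38) were higher, and Ccr9 (-2.37 ± 0.50) and Ccr7 (-2.09 ± 0.41) were lower. Of the 7 lower genes 3 had that library order.

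**Figure D1:**
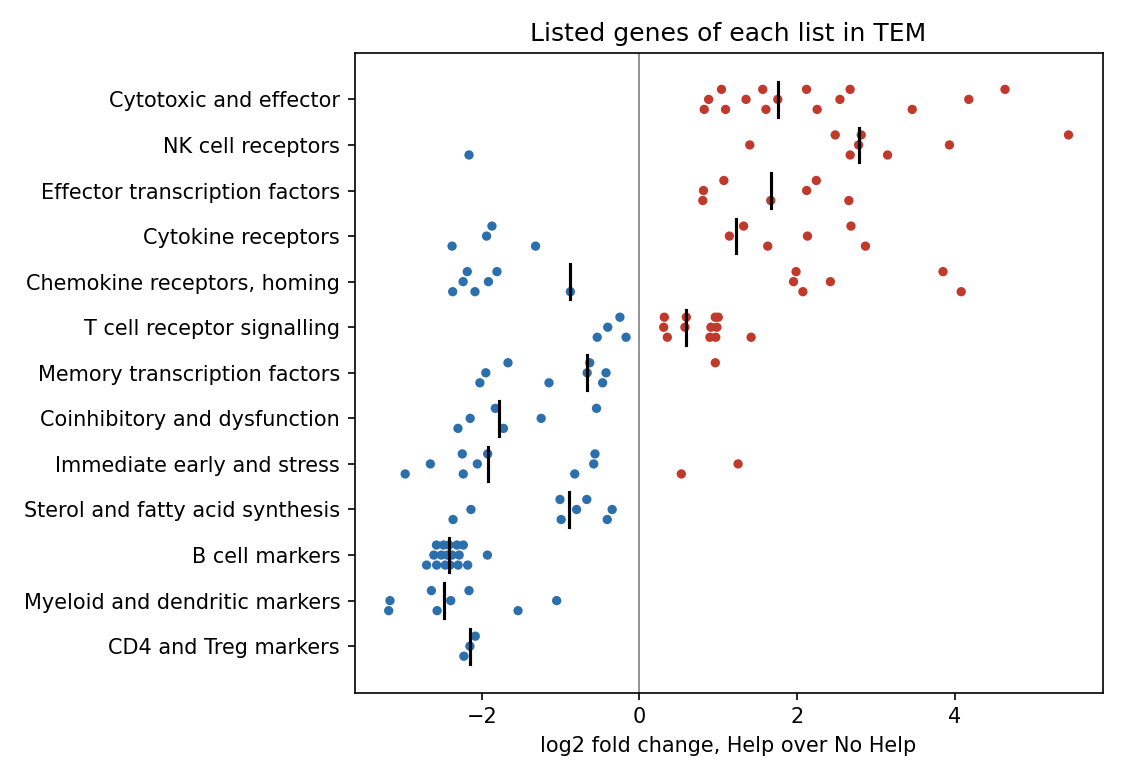
Each point is a listed TEM gene, placed by its log2 fold change of Help over No Help (x axis) in its gene list (y axis), with red for higher and blue for lower and a black bar at the list's median. The 15 cytotoxic genes lie above 0 and the 17 B cell markers lie between -2.70 and -1.93.

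Memory transcription factors were mostly lower with Help in TEM, 8 of 12 lower and 1 higher (Fisher's exact test, adjusted p = 0.0473). Among those that fell were Id3 at -2.02 ± 0.25, Myb at -1.95 ± 0.26, Bach2 at -1.67 ± 0.14 and Bcl6 at -1.15 ± 0.22. The 1 higher member was Klf2, a factor of T cell quiescence, which was named after its value was seen (0.96 ± 0.19). Coinhibitory and dysfunction genes were lower in 6 of 18 cases and higher in 0 (Fisher's exact test, adjusted p = 0.0437). These included the nuclear receptor gene Nr4a2 at -2.30 ± 0.47, Cd200 at -2.15 ± 0.27, Tox, encoding a transcription factor of exhausted T cells, at -1.83 ± 0.29 and the inhibitory receptor gene Btla at -1.73 ± 0.33. Both directions were lost with a minimum change of 1.5-fold (adjusted p = 0.357 for the memory list and 0.136 for the coinhibitory list, Fisher's exact test) and with scaling to Cd8a (1 and 0.782), where the members kept their signs but most other genes fell too. The memory list also missed the threshold when genes with low values were left out (adjusted p = 0.0602, Fisher's exact test). Of the 14 lower genes of these lists, 5 had the library order of the B cell markers, 2 of 8 in the memory list and 3 of 6 in the coinhibitory list. Naive and central memory genes were lower in 5 of 12 cases and higher in 2 (Fisher's exact test, adjusted p = 0.425), with Ccr7, Bach2 and Actn1 (-1.47 ± 0.06) among them, and 1 of the 5 had that library order.

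Sterol and fatty acid synthesis genes fell, 8 of 22 lower and 0 higher (Fisher's exact test, adjusted p = 0.0120). The desaturase gene Scd1 had -2.36 ± 0.46, the squalene epoxidase gene Sqle -1.01 ± 0.07 and Srebf2, the transcription factor gene that drives cholesterol synthesis, -0.99 ± 0.06. Of the 8 genes 2 had the library order of the B cell markers. This direction was lost with a minimum change of 1.5-fold (adjusted p = 0.0903) and with scaling to Cd8a (adjusted p = 0.782, Fisher's exact test), although the 6 genes past that minimum and all 8 with the scaling were lower. Immediate early and stress genes, which tissue handling also induces, were lower in 9 of 35 cases and higher in 2 (Fisher's exact test, adjusted p = 0.0712). The lower genes were led by Jun at -2.97 ± 0.56, Dusp4 at -2.65 ± 0.39, Egr3 at -2.25 ± 0.42 and Egr1 at -2.23 ± 0.32, and 7 of the 9 had the library order of the B cell markers. T cell receptor signalling genes were higher in 12 and lower in 4 of 36 cases (Fisher's exact test, adjusted p = 0.137), with Themis at 1.41 ± 0.20, Nfatc2 at 1.0 ± 0.11, Lck at 0.98 ± 0.20 and Fyn at 0.97 ± 0.10, but 4 higher and 11 lower with scaling to Cd8a. Limited to changes of 1.5-fold or more, 8 were higher and 0 lower (adjusted p = 0.00446, Fisher's exact test).

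The remaining lists of T cell genes did not pass the direction test in TEM (Fisher's exact test in each). Scaling to Cd8a, which turned most other listed genes lower, put the NK receptor (adjusted p = 8.53e-06), cytokine receptor (0.00439), integrin (0.0159) and homing (0.0182) lists on the higher side of those genes (Fisher's exact test), although the counts of all of these but the integrins stayed the same. Integrin and adhesion genes were 6 higher and 3 lower of 20 (adjusted p = 0.688), with Itga1 at 2.69 ± 0.48, Itgb1 at 2.01 ± 0.18, Cd48 at 1.38 ± 0.14 and Itga5 at -2.67 ± 0.33, and 5 higher and 4 lower with scaling to Cd8a. Costimulatory genes were 5 higher and 3 lower of 18 (adjusted p = 0.860), with Tnfsf9 at 1.63 ± 0.21, Tnfsf14 at 1.48 ± 0.15, Cd226 at 1.45 ± 0.10 and Tnfrsf9 at -1.57 ± 0.18, and 3 higher and 5 lower with scaling to Cd8a. Inflammasome and innate sensing genes were 4 higher and 1 lower of 24 (adjusted p = 0.540), with Casp1 at 1.31 ± 0.23 and Naip6 at -2.51 ± 0.50, whereas Nod1 (0.89 ± 0.04), Nlrc3 (0.60 ± 0.10) and Nlrc5 (0.46 ± 0.07) turned lower with scaling to Cd8a. Interferon-stimulated genes were 3 higher and 2 lower of 34 (adjusted p = 1), with Oasl1 at -1.54 ± 0.19 and Ly6e at -1.10 ± 0.07, and Ifit3 (0.84 ± 0.09) and Ifit2 (0.83 ± 0.07) also turned lower with that scaling. Chromatin modifier genes were 2 higher and 6 lower of 38 (adjusted p = 0.278), and 0 higher and 8 lower with scaling to Cd8a, led by Tet1 at -1.26 ± 0.16, Kdm5b at -0.83 ± 0.07, Tet3 at -0.73 ± 0.05 and Dnmt3a at -0.57 ± 0.11, and 3 of the 6 had the library order of the B cell markers. Tissue-resident memory genes were 3 higher and 3 lower of 11 (adjusted p = 1), with Itga1, Cxcr6 (2.07 ± 0.23) and Zfp683 (1.68 ± 0.07) higher and P2rx7 (-2.21 ± 0.32) lower. Glycolysis genes were 2 higher and 3 lower of 22 (adjusted p = 0.860), where Pdk1 was -1.21 ± 0.22 and Eno3 -0.95 ± 0.10, and Pfkp and Slc2a3 were both 0.93 (SE 0.11 and 0.09) but just below 0 with scaling to Cd8a.

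Lists with fewer than 5 listed members were not tested. Of 25 apoptosis genes 3 were lower, Birc3 (-1.11 ± 0.21), Bcl2l11 (-0.82 ± 0.12) and Bid (-0.64 ± 0.06), and Bcl2l1 was higher at 0.73 ± 0.08 but lower with scaling to Cd8a. Of 82 genes of oxidative phosphorylation Atp5f1 and Cox5a were higher, each by 0.36 ± 0.07, and Atp5sl lower at -0.46 ± 0.07, and of 32 cell cycle genes Mcm4 (0.34 ± 0.05) and Mcm6 (0.17 ± 0.03) were higher, all 5 being lower with that scaling. No ribosomal protein, mitochondrially encoded, fatty acid oxidation, or erythroid and platelet gene was listed, 0 of 89, 37, 16 and 12 members. The library order of the B cell markers was found in 2 of 3 lower integrin genes, 1 of 2 interferon-stimulated, 1 of 1 innate sensing, 1 of 3 tissue-resident and 1 of 3 apoptosis genes, and in 0 of the 3 costimulatory, 3 glycolysis and 4 T cell receptor signalling genes that were lower. In every list with listed TEM genes except oxidative phosphorylation (0 of 3), all listed members also had an adjusted p below 0.05 when adjusted over the list alone. For lists with a large share of listed members the limit of p below 0.01 fixed this outcome, so it adds no support there.

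Markers of other spleen cells fell with Help in TEM, which a sort on CD8 and tetramer should exclude. Of 22 B cell markers 17 were lower and 0 higher (Fisher's exact test, adjusted p = 0.000107), with changes between -2.70 and -1.93 around a median of -2.41. Their mean level was 6.93 ± 0.53 with Help and 9.33 ± 0.49 without (log2, SD, n = 3 each). The B cell factor gene Pax5 had -2.70 ± 0.52, Spib -2.61 ± 0.38, and the immunoglobulin genes Ighm and Iglc2 both -2.57 (SE 0.40 and 0.53). The immunoglobulin light chain gene Igkc was among the most abundant genes that changed by more than 2-fold, with 11.48 ± 0.54 with Help and 13.99 ± 0.68 without (SD, n = 3 each). Of 21 myeloid and dendritic cell markers 8 were lower and 0 higher (Fisher's exact test, adjusted p = 0.0120, median -2.48), led by Flt3, Siglech, Clec9a (-2.64 ± 0.49) and Mpeg1 (-2.57 ± 0.52). With scaling to Cd8a the B cell and myeloid markers no longer differed in direction from the other listed genes (adjusted p = 0.328 and 0.782, Fisher's exact test), since most of those then fell too. Of 8 CD4+ and regulatory T cell markers Cd4 (-2.23 ± 0.35), Foxp3 (-2.15 ± 0.23) and Ikzf2 (-2.08 ± 0.31) fell and 0 rose. Cd4 stood at 7.38 with Help and 9.61 without, and Spib at 8.84 and 11.45, beside Cd8a at 7.53 and 6.57. RNA of other cells was therefore present in the Help sort too. Levels of different genes compare only roughly, because division by gene length is unknown. Among 11 NK cell markers Klre1 and Klrb1c (2.48 ± 0.21) rose and Tyrobp (-2.16 ± 0.47) fell, and among 9 gamma-delta and NKT cell markers only Blk (-2.44 ± 0.43), also a B cell marker, was listed. All 17 B cell markers had their highest Help value in Help replicate 1 and their lowest No Help value in No Help replicate 3. The order was set by the mean of these markers, so their own match is partly built in. Chance gives this order in 11.1% of genes that vary independently of them. This library order was also found in 6 of the 8 lower myeloid and 2 of the 3 lower CD4+ T cell markers, in 499 of all 1229 lower genes (40.6%), in 215 of the 270 lower genes whose change lay within the range of the B cell markers, and in 259 of the 925 lower genes with smaller falls (28%). It was found in 58 of 1293 higher genes (4.49%).

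**Figure D2:**
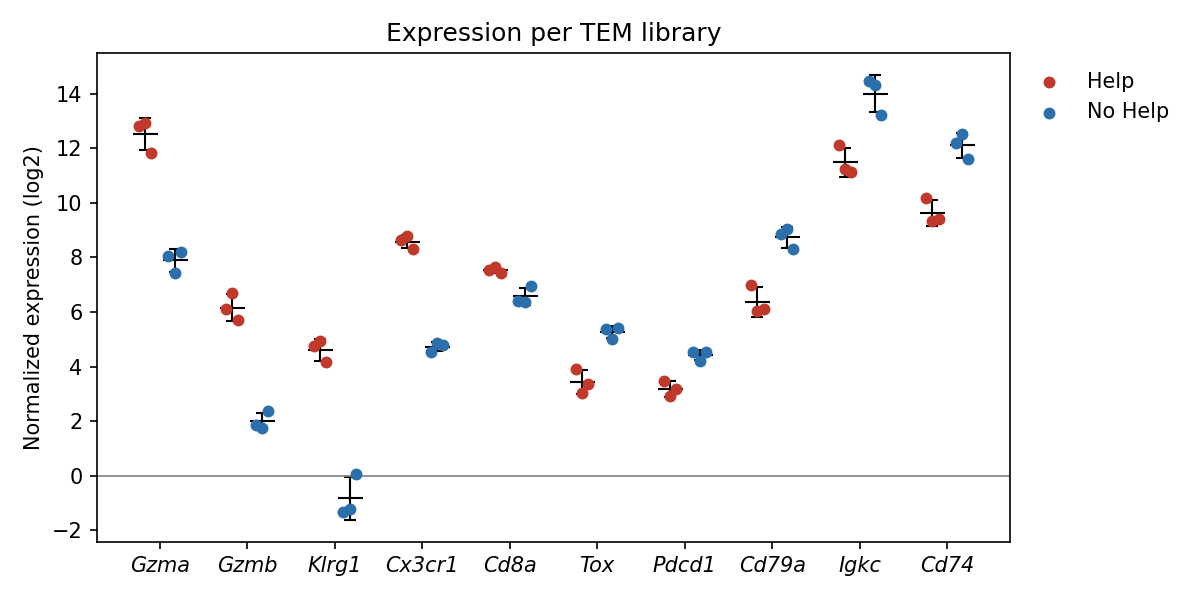
Normalized log2 expression (y axis) of 10 genes (x axis) in each TEM library, Help in red and No Help in blue, points in order of replicate 1 to 3, with a black bar at the mean and SD as error bars (n = 3). Gzma, Gzmb, Klrg1, Cx3cr1 and Cd8a were higher with Help, and Tox, Pdcd1, Cd79a, Igkc and Cd74 lower.

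Listed members of the lists taken from the study moved as it named them. The list of genes lower in recall did not pass the direction test. Of 21 genes that the study named in these same TEM libraries, 18 were higher and 1, Tox, lower (Fisher's exact test, adjusted p = 0.000604), which is not independent evidence, since the list was chosen on these samples. The higher genes not yet given were Il2ra at 1.63 ± 0.15, Il12rb1 at 1.32 ± 0.06 and Runx1 at 0.81 ± 0.17, which like Nlrc3 and Nlrc5 was lower with scaling to Cd8a, and the members Tcf7, which the study named as lower, and Pycard, named as higher, had no listed value and were not analysed here. Genes that the study named as higher with help in recall responses, measured in other samples, were higher in 10 of 10 cases (Fisher's exact test, adjusted p = 0.0114), but 9 of the 10, all but Klrg1, are also on the list the study named in these libraries, so this is not separate evidence. Those named as lower in recall responses were lower in 5 of 9 cases and higher in 0 (Fisher's exact test, adjusted p = 0.0629), namely Cd200, Id3, Tox, Btla and Pdcd1 (-1.25 ± 0.20), of which 2 had the library order of the B cell markers. Of 23 lists tested in TEM, 9 had an adjusted p below 0.05.

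In TCM cells, few genes differed with Help and most differences were small. Among the genes that were higher were Gzmk at 1.93 ± 0.34, Cxcr6, a chemokine receptor gene, at 0.96 ± 0.16, Fasl at 0.88 ± 0.10, the nuclear receptor gene Rora at 0.84 ± 0.13 and the antiviral Oas3 at 0.79 ± 0.15. Gzmk, on chromosome 13 from 113171608 to 113225908 (ENSMUSG00000042385), had 2.46 ± 0.55 with Help and 0.53 ± 0.23 without (log2, SD, n = 3 each). Among genes above the minimum level, predicted loci passed over, the largest differences in the other direction were in immunoglobulin genes, which B cells and not T cells express, Ighg2b at -2.61 ± 0.48, Igkv14-100 at -1.98 ± 0.30 and a further light chain variable gene (ENSMUSG00000096336) at -1.39 ± 0.23. By the same ranking they were followed by Cerkl at -0.97 ± 0.14 and Epn2 at -0.89 ± 0.13. Ighg2b, an antibody heavy chain gene on chromosome 12 from 113302965 to 113307933, was 9.27 ± 0.49 with Help and 11.88 ± 0.67 without (SD, n = 3 each). The smallest p values belonged to Lrmp (-0.39 ± 0.01), Tmem126a (0.33 ± 0.02), Usp14 (0.27 ± 0.02), Svip (-0.96 ± 0.07) and Tbc1d30 (0.60 ± 0.05).

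The authors' deposited table listed 193 TCM genes, 93 higher and 100 lower (48.2% higher), and q ran from 0.102 to 0.592, so that 0 had a q below 0.05. With limma's moderated variance 8 of the listed genes had an adjusted p below 0.05. The moderation drew on the listed genes alone, which were chosen by p, so this count is likely too high. Chance would give 124.25 genes at p below 0.01 among the 12425 tested, 64.4% of the number in the authors' deposited table. The median absolute change was 0.35 and 6 genes changed by more than 2-fold, 1 higher and 5 lower. No list had 5 listed members, so none was tested for direction. Of the cytotoxic genes Gzmk, Fasl and Prf1 (0.60 ± 0.09) were higher and Tnf (-0.11 ± 0.02) lower, all 4 also with an adjusted p below 0.05 when adjusted over the list alone, of which Fasl and Prf1 are also on the list the study named in TEM. Interferon-stimulated genes were higher in 3 cases, Oas3, Ifit1 (0.45 ± 0.08) and Herc6 (0.42 ± 0.06), but in 0 when adjusted over the list alone. Cxcr6 was the 1 listed homing and the 1 listed tissue-resident gene, Id3 (-0.44 ± 0.06) the 1 memory factor and the 1 recall gene, Mb21d1 (0.45 ± 0.09) the 1 innate sensor and Rpl18 (0.11 ± 0.02) the 1 ribosomal protein gene. When adjusted over the list alone, 0 members of the homing, innate sensing and ribosomal lists and 1 each of the tissue-resident, memory factor and recall lists had an adjusted p below 0.05. Every other list had 0 members among the listed TCM genes. With 1 library left out the count of listed genes at p below 0.01 was 64, 59 or 72 without Help replicate 1, 2 or 3. It was 75, 83 or 83 without No Help replicate 1, 2 or 3, and 110 with unequal variances.

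Genes listed in both subsets moved almost always in the same direction, and further in TEM. The tables shared 52 genes, against 43.9 for independent lists (Fisher's exact test, p = 0.166, with the smaller number of tested genes as background), and with the larger number of tested genes as background p was 0.0240. Of the 52 genes 29 were higher in both subsets and 21 lower in both (Fisher's exact test of direction, p = 2.44e-12), where independent lists would give 10.9 and 11.1. Gzmk, Cxcr6, Fasl, Rora, Prf1 and, among lower genes, Chst3 had the largest changes common to both. Zbtb7a was higher in TEM (0.32 ± 0.03), though lower with scaling to Cd8a, and lower in TCM (-0.23 ± 0.04), and Gatsl2 was lower in TEM (-0.34 ± 0.06) and higher in TCM (0.32 ± 0.04). The response differed between TEM and TCM in 42 of the 52 genes (limma, adjusted p below 0.05), and the median absolute change was 0.96 in TEM and 0.35 in TCM. Rora rose by 3.15 ± 0.10 in TEM and its change exceeded that in TCM by 2.30 ± 0.16 (limma, adjusted p = 1.33e-06), Fasl by 1.66 ± 0.17 (limma, adjusted p = 3.1e-05) and Gzmk by 1.52 ± 0.52 (limma, adjusted p = 0.0196). For Gzmk the limma adjusted p was 0.170 without the libraries numbered 1 and 0.0960 without those numbered 2. All 52 were chosen by p below 0.01 in both tables, each normalized on its own, and without the libraries numbered 2 the count was 26. The SE was larger in TEM for most of them, and a larger SE needs a larger change to pass that limit. Part of the larger change in TEM therefore follows from the choice of genes. That choice also favours small spreads within groups, so the limma adjusted p values are likely too small.

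**Figure D3:**
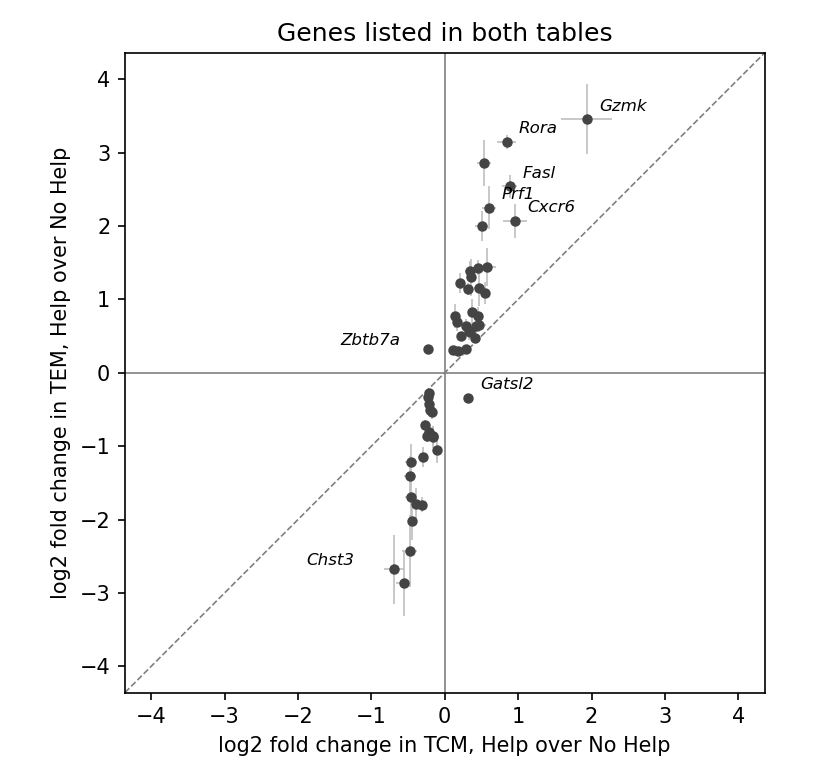
Log2 fold change of Help over No Help in TCM (x axis) and TEM (y axis) for the 52 genes listed in both tables, with SE as error bars (n = 3 libraries per group) and a dashed line of equal change. In 50 genes the directions were the same, and in all 52 the change was larger in TEM. The choice of genes by p favours larger changes in TEM, where the SE was larger for most of them.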

Values the study reported

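The study reported that 193 genes differed between Help and No Help in TCM cells and 2522 in TEM cells, isolated from spleen at day 100 after vaccination. It gave a sort purity of 95%-98% for all samples. After rechallenge, 1315 genes were reported to differ between the vaccines in the secondary response, which was measured in other samples.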

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

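The comparison of other groupings of the libraries was planned before its result was seen, and no test in this part was chosen after it. The response to Help differed between TEM and TCM by a test of the difference itself in 42 of the 52 genes listed in both tables (limma, adjusted p below 0.05). Among the genes named by rule, the TEM change minus the TCM change was 2.30 for Rora, 1.66 for Fasl, 1.65 for Prf1, 1.52 for Gzmk, 1.11 for Cxcr6, 0.56 for Zbtb7a, -0.66 for Gatsl2 and -1.99 for Chst3. Zbtb7a and Gatsl2 had opposite directions in the subsets. The limma adjusted p rose above 0.05 for Gzmk without the libraries numbered 1 (0.170) or 2 (0.0960) and for Cxcr6 without those numbered 2 (0.0540).

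The pattern weighed here is the larger response in TEM. In 9 of 100 groupings of the libraries into 3 and 3 within each table, the real one included, as many genes differed between the tables (42 in the real grouping, 50 in the highest other). All 9 kept the real TEM grouping and the other 91 gave 0 genes, so the choice of the 52 genes for separating Help from No Help fixed this outcome, and it does not measure chance in the difference. A stronger response of TEM cells to help, or more of other cells in the No Help than in the Help TEM sort, may contribute. Neither was separated by this test. The choice of genes by p also favours larger TEM changes, because the SE was larger in TEM for most of them. It favours small spreads within groups as well, so the limma adjusted p values are likely too small. Without the libraries numbered 2 the count was 26.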

How the results depend on the processing

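Scaling to Cd8a and the block within vaccine were chosen only after the data were seen, as was the use of a 95% binomial interval as the spread of the shares, because listed genes leave no spread between replicates. Fewer libraries lower the counts by construction, and elsewhere the cause was not tested. Depth is unknown and so is its limit on low genes.

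For genes past p below 0.01 in TEM, 2522 became 1348 with scaling to Cd8a, 584 at p below 0.001, 1523 with a 1.5-fold minimum and 1169 to 1721 without 1 replicate. Those at an adjusted p below 0.05 fell to 52 at q below 0.01 and to between 0 and 1385 without 1 replicate. The TEM share higher with Help was 14.6% with scaling to Cd8a, 53.5% without low genes and 69.0% at p below 0.001, and the TEM median change was 0.66 with a pseudocount of 1, 1.21 with scaling to Cd8a and 0.87 at p below 0.001. In TCM, 193 genes became 110 with unequal variances, 20 at p below 0.001, 36 with a 1.5-fold minimum and 59 to 83 without 1 replicate. There limma's moderated variance gave 8 at an adjusted p below 0.05 in place of 0. That count is likely too high, because the moderation drew on the listed genes alone. The TCM median change was 0.31 with a pseudocount of 1 and 0.32 without low genes. The overlap had p = 0.0240 with the larger background and p = 0.00123 without low genes, where the background was not reduced (Fisher's exact test). The number of genes that differed in response was 26 to 36 without 1 replicate number. Apart from the replicate block, given last, the other alternatives stayed within 1.5 times the count, within the spread, or on the same side of the threshold, including the agreement of direction and the number of gene lists with a direction (9, and 8 to 9 in the alternatives). Which lists passed did change, and scaling to Cd8a lost 5 and gained 4 of them.

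Scaling to Cd8a lowers every change by 0.96, so smaller rises turn by construction. It left the chemokine receptor and homing list at 6 higher and 7 lower but put it on the higher side of the other genes (adjusted p = 0.0182, Fisher's exact test), and it reversed Nod1 (-0.073), Nlrc3 (-0.36), Nlrc5 (-0.50), Ifit3 (-0.12), Ifit2 (-0.13), Mcm4 (-0.62), Mcm6 (-0.79), Atp5f1 (-0.60), Cox5a (-0.60), Pfkp (-0.025), Slc2a3 (-0.029), Bcl2l1 (-0.23), Runx1 (-0.15) and Zbtb7a (-0.64). Of the 117 named TEM genes, 22 to 48 missed p below 0.01 without 1 replicate, 28 with unequal variances, 2 with centring, 2 with a pseudocount, 1 with limma and 32 with scaling to Cd8a, the reversed ones and Cd8a itself included. Of 25 named TCM genes 9 to 16 did so without 1 replicate, 7 with unequal variances, 3 with centring, 2 with limma and 0 with a pseudocount.

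Libraries that share a number did not deviate from their group means together in every pair. Between Help and No Help the correlations across genes were 0.26, -0.13 and 0.22 in TEM and -0.30, 0.08 and -0.08 in TCM, and 2 of 6 and 1 of 6 libraries were closest to their own number. Between TEM and TCM they were 0.27, 0.42 and -0.39 with Help and 0.018, 0.023 and 0.14 without, with 3 of 6 and 1 of 6 closest. With a replicate block 72 of the named TEM genes, Klrg1 and Esm1 among them, and 14 of the named TCM genes missed p below 0.01, and the count was 756 in TEM, 0 at an adjusted p below 0.05, 47 in TCM, and 41 for the difference in response (40 with the block within vaccine).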

Other observations

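Tests of false positives in TCM, of RNA from other spleen cells behind memory factor and coinhibitory genes and of a smaller share of CD8 T cells were chosen only after the result was seen, as was the choice of genes in this paragraph. Of the 8 genes with the highest mean level among TEM genes that changed by more than 2-fold, Ahnak, a giant scaffold protein gene, rose by 2.18 ± 0.15 and the cytolinker gene Plec by 1.03 ± 0.15. The integrin chains Itgb1 rose by 2.01 ± 0.18 and Itgb2 by 1.05 ± 0.08. Ly6c2, a surface marker of memory T cells, rose by 1.35 ± 0.27 and Lfng, a modifier of Notch receptors, by 1.18 ± 0.23. Of the same 8 genes Igkc was -2.51 ± 0.50 and the MHC class II gene H2-Eb1 -2.46 ± 0.39. Among the 52 genes in both tables, Lgals1 (2.86 ± 0.31 in TEM, 0.53 ± 0.10 in TCM) and Hopx (2.0 ± 0.20 and 0.50 ± 0.09) were higher in both, and Hdac9 (-2.87 ± 0.44 and -0.56 ± 0.10) and the B cell receptor regulator Cd72 (-1.70 ± 0.29 and -0.46 ± 0.08) lower in both.

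The first pattern is the change of genes with Help in TEM. RNA of other spleen cells, present in both TEM sorts and higher in the No Help sort, is a candidate source of part of the lower genes. All 17 listed B cell markers (1 of the 22 is on another list) were lower by nearly the same change and in 1 library order, Igkc, Cd74 and Cd79a among them at 13.99, 12.11 and 8.74 without Help, while of the myeloid markers Cst3 had 9.02 without Help and a smaller change of -1.54 and Lyz2 had no listed value, although a sort on CD8 and tetramer should remove such cells. For the 14 lower memory factor and coinhibitory genes this stays open, since 5 had that library order, between the bounds written for and against it. A smaller share of CD8 T cells would raise T cell genes alike. The median of the 15 listed cytotoxic genes, 1.75, lies above the Cd8a change plus 2 SE (1.34). Of these 15, 10 exceeded Cd8a by more than 2 SE of the difference. However, the 15 were chosen from 30 by p below 0.01, which favours large rises. Cd8a was the only reference, since the sort gene Cd8b1 had no listed value. The test therefore does not settle how much of the rise a smaller share explains. A change of the TEM cells with help remains a hypothesis. Gene length had a Spearman rho of -0.0278 with the change across 2511 genes, against a bias by length, GC content had -0.151, which leaves a small bias open, and 1 of 10 groupings of the libraries gave as many genes (2522, highest other 0) among genes listed by the real one, and 10 are too few for a share under 0.05.

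The next pattern is the short TCM list and its overlap with TEM. Chance gives 64.4% of its number, which could account for most of it, but if 124.25 genes were chance, 14.1 would be expected opposite to TEM and 2 were seen, so the 141 genes outside TEM stay open and the shared ones less so. The overlap itself had p = 0.166, the criterion written beforehand for chance overlap, but independent lists would not share directions as these did (Fisher's exact test, p = 2.44e-12), and noise common to libraries of both tables stays open. That test counts coexpressed genes as independent. RNA of other spleen cells in both No Help sorts also stays open for the 21 genes lower in both. Cd72 was among them and immunoglobulin genes fell in TCM, although 0 of the 22 B cell markers were listed there. TEM cells inside the TCM gate would bring the strongest TEM genes, and 1 of the 20 largest was listed in TCM with the same direction, fewer than the 3 written beforehand as the bound against it, but that bound was wrong, because the other 19 had no TCM value to read. Of 10 groupings of the libraries 1 gave as many genes (193, highest other 0) among genes listed by the real one, and 10 are too few for a share under 0.05.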
